# Rhabdomyosarcomas in Aging A/J Mice

**DOI:** 10.1371/journal.pone.0023498

**Published:** 2011-08-10

**Authors:** Roger B. Sher, Gregory A. Cox, Kevin D. Mills, John P. Sundberg

## Abstract

Rhabdomyosarcomas (RSCs) are skeletal muscle neoplasms found in humans and domestic mammals. The A/J inbred strain developed a high frequency (between 70–80%) of adult pleomorphic type (APT) RSC at >20 months of age while BALB/cByJ also develop RSC but less frequently. These neoplasms invaded skeletal muscle surrounding either the axial or proximal appendicular skeleton and were characterized by pleomorphic cells with abundant eosinophilic cytoplasm, multiple nuclei, and cross striations. The diagnosis was confirmed by detection of alpha-sarcomeric actin and myogenin in the neoplastic cells using immunocytochemistry. The A/J strain, but not the related BALB/c substrains, is also characterised by a progressive muscular dystrophy homologous to limb-girdle muscular dystrophy type 2B. The association between the development of RSC in similar muscle groups to those most severely affected by the progressive muscular dystrophy suggested that these neoplasms developed from abnormal regeneration of the skeletal muscle exacerbated by the dysferlin mutation. Transcriptome analyses of RSCs revealed marked downregulation of genes in muscular development and function signaling networks. Non-synonymous coding SNPs were found in *Myl1, Abra, Sgca, Ttn,* and *Kcnj12* suggesting these may be important in the pathogenesis of RSC. These studies suggest that A strains of mice can be useful models for dissecting the molecular genetic basis for development, progression, and ultimately for testing novel anticancer therapeutic agents dealing with rhabdomyosarcoma.

## Introduction

While rhabdomyosarcoma (RSC) represent 50% of all soft tissue sarcomas and ∼10% of all malignant solid tumors in children [1], adult pleomorphic RSCs are relatively rare. The average annual incidence of RSC is ∼4 cases per million in the US in children aged 0–14 [2], with >50% of all RSCs diagnosed in children <10 years of age [3]. RSCs are classified into three distinct histopathologic subtypes: embryonal (ERSC) constituting ∼80% of cases, alveolar (ARSC) constituting ∼20% of cases, and the adult pleomorphic type (APT) occurring in ∼3% of cases [4], [5]. APT predominantly affects the extremities, is usually chemoresistant and is associated with poor prognosis [5]. Several animal models for ERSC and ARSC have been developed through genetic manipulations, but spontaneous models similar to the adult onset human APT are lacking.

Studies using animal models to establish the processes involved in skeletal muscle development have been crucial to the investigation of abnormalities in skeletal muscle development such as RSC, congenital muscular dystrophy, and congenital myopathy [6]. RSCs rarely occur in laboratory mice in large production colonies maintained up to an average of 8 months of age, but a susceptibility to the development of spontaneous RSCs was identified in BALB/cJ and BALB/cByJ strains and in other closely related strains [7], [8]. In confirmation of this strain effect, development of RSC in the patched homolog 1 (*Ptch1^tm1Zim^*) mouse model for Gorlin syndrome, which results in RSC and other tumors in humans, strongly depends on the genetic background with BALB/c being a susceptible strain for RSC development and C57BL/6 showing resistance [9], [10]. In the course of an ongoing mouse aging study at The Jackson Laboratory [11], [12] we found that the A/J mouse strain develops APT RSC at a high frequency over 20 months of age, which confirmed our earlier strain disease surveillance studies. This strain is also characterized by a progressive muscular dystrophy homologous to limb-girdle muscular dystrophy type 2B, due to a retrotransposon insertion in the dysferlin gene [13]. Two recent reports found that mice with mutations in the dystrophin-associated glycoprotein (DAG) complex (dystrophin, muscular dystrophy; X linked muscular dystrophy null (*Dmd^mdx^*) and alpha-sarcoglycan-null, B6.129S6-*Sgca^tm2Kcam^/*J also develop spontaneous rhabdomyosarcomas, despite being on generally non-susceptible backgrounds (C57BL/10J and C57BL/6J, respectively) [14], [15]. This may indicate that underlying skeletal muscle disease could predispose muscles to development of RSC.

The importance of developing new animal models for therapeutic testing is illustrated by the recent report of inhibition of RSC development in Patched (*Ptch^tm1Zim^/+*) heterozygous mice (which develop medulloblastoma and RSC) with DNA methyltransferase1 and histone deacetlyase inhibitors [16]. Additional animal models provide new insight into the biochemical pathways responsible for the development of RSC. Here, we show that A strains of mice are susceptible to APT RSC development and we describe a new model for spontaneous rhabdomyosarcoma.

## Results

### Mice

Retrospective examination of medical records of all A/J mice submitted for either necropsy or research post mortem examination over a 15 year period [8], [17], [18] identified the frequency of APT RSC diagnosis was 17/1017 (1.7%). In the closely related BALB/cJ and BALB/cByJ mice, RSC was diagnosed in 22/2089 BALB/cJ (∼1%) & 11/1321 BALB/cByJ (∼0.8%) mice that were submitted for either diagnostic or research post mortem examination. These numbers are deceptive in that they represent data from disease surveillance of production colonies that were rarely maintained past 8–12 months of age. These results confirm that BALB/c substrains and A/J are susceptible strains and that RSC naturally occur late in life. No cases of rhabdomyosarcoma were diagnosed in 129S1/SvlmJ, AKR/J, BTBR-T+tf/J, BUB/BnJ, C3H/HeJ, C57BL/6J, C57BL/10J, C57BLKS/J, C57BR/cdJ, C57L/J, CBA/J, DBA/2J, FVB/NJ, KK/H1J, LP/J, MRL/J, NON/LtJ, NZO/H1LtJ, NZW/LacJ, P/J, PL/J, PWD/PhJ, RIIIS/J, SJL/J, SM/J, SWR/J, or WSB/EiJ mice in the aging study [11], [12].

We found that in the aging study population under detailed investigation the A/J mice developed APT RSC at a relatively high frequency in mice over 20 months of age (Table 1). By contrast, only one case was diagnosed in a 20 month old male BALB/cByJ mouse. None of the SJL/J mice, which also carry a mutant allele of dysferlin, developed RSC; however, many fewer old mice of this strain were obtained primarily due to fighting and their propensity for other types of cancer, including spontaneous reticulum cell sarcomas [19].

**Table 1:** Frequency of APT rhabdomyosarcomas by strain and gender.

Age	A/J						BALB/cByJ						SJL/J					
	Females			Males			Females			Males			Females			Males		
	Rhab	Total	%	Rhab	Total	%	Rhab	Total	%	Rhab	Total	%	Rhab	Total	%	Rhab	Total	%
6 mo.	0	10	0	0	9	0	0	10	0	0	10	0	0	10	0	0	8	0
12 mo.	1	14	7	0	13	0	0	12	0	0	14	0	0	23	0	0	2	0
20 mo.	1	7	14	1	9	11	0	15	0	1	9	11	0	0	0	0	0	0
>20 mo.	15	19	79	7	10	70	0	12	0	0	4	0	0	13	0	0	8	0
Total	17	50	34	8	41	20	0	51	0	1	37	3	0	46	0	0	18	0

### Histopathology and Immunocytochemistry

Aging A/J mice developed APT RSC. These appeared as firm, irregular masses on the dorsal or lateral surfaces that were attached to the underlying musculature. These neoplasms were pale tan when the skin was removed (Fig. 1a). The tumors were often multifocal and locally invasive separating adjacent muscle bundles. Microscopically, the tumor consisted of pleomorphic round to spindle shaped cells, depending on orientation, with single or multiple vesicular nuclei and one or more prominent nucleoli. The morphology of these neoplastic cells did not resemble either ARSC or ERSC. Cytoplasm was brightly eosinophilic (Fig. 1b). Cross striations were evident with special stains (Fig. 1c). Rhabdomyosarcomas often arose from the epaxial muscles over the lumbar vertebrae (Fig. 1d–f). Aggressive lesions would extend ventrally to completely efface the locally affected vertebrae sometimes compressing the spinal cord (Fig. 1g). These aggressive cancers were very pleomorphic with abundant and often bizarre mitotic figures (Fig. 1 h). The solitary RSC in the BALB/cByJ mouse was well differentiated but locally aggressive as previously reported for this strain [8].

**Figure 1:**
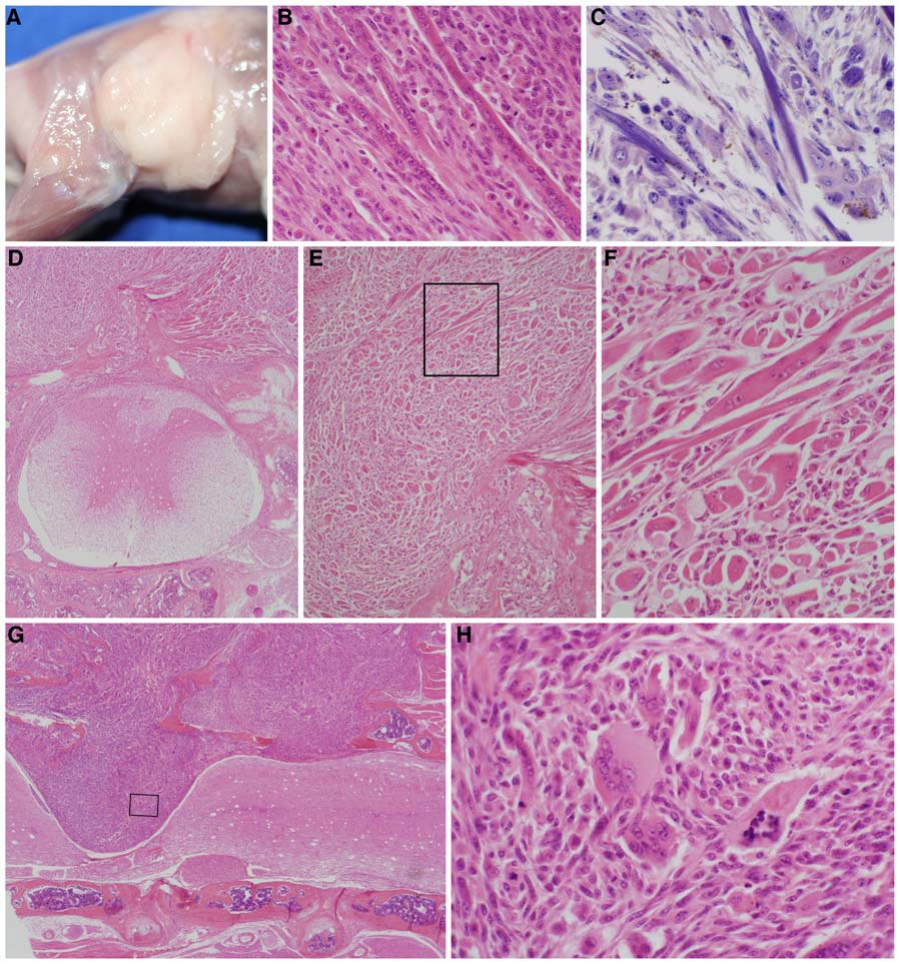
Rhabdomyosarcoma in A/J mice >500d. (A) A large, pale, irregular mass in the lumbar region was firmly attached to the underlying muscle in this moribund A/J mouse. (B) Neoplastic cells were small, round cells with a single nucleus or elongated strap-like cells with regimented clusters of nuclei (H&E). (C) Cross striations were evident in the strap-like cells when sections were stained with phosphotungstic acid hematoyxlin. (D) Bones and normal skeletal muscle were infiltrated by the neoplastic cells above the vertebrae and spinal cord, destroying the normal architecture. (E) Higher magnification of A demonstrated the pleomorphic phenotype of the APT RSC. (F) Higher magnification of the boxed area in E illustrated strap-like, spindle-shaped, and single round cells with abundant brightly eosinophilic cytoplasm (H&E). (G) APT RSC invaded locally through the bone and compressed the spinal cord. (H) Higher magnification of boxed area illustrated the poorly differentiated multinucleated giant cells (arrows) and a bizarre mitotic figure (boxed area; H&E).

The APT RSCs were consistently positive for striated muscle actin isoform but expression by immunofluorescence was reduced compared to that in normal skeletal muscle samples used as controls (Fig. 2a–d). In addition, APT RSC, but not normal skeletal muscle, was positive for myogenin (Fig 2a–d). Smooth muscle actin isoform expression was limited to vascular smooth muscle walls (Fig. 2a–d).

**Figure 2:**
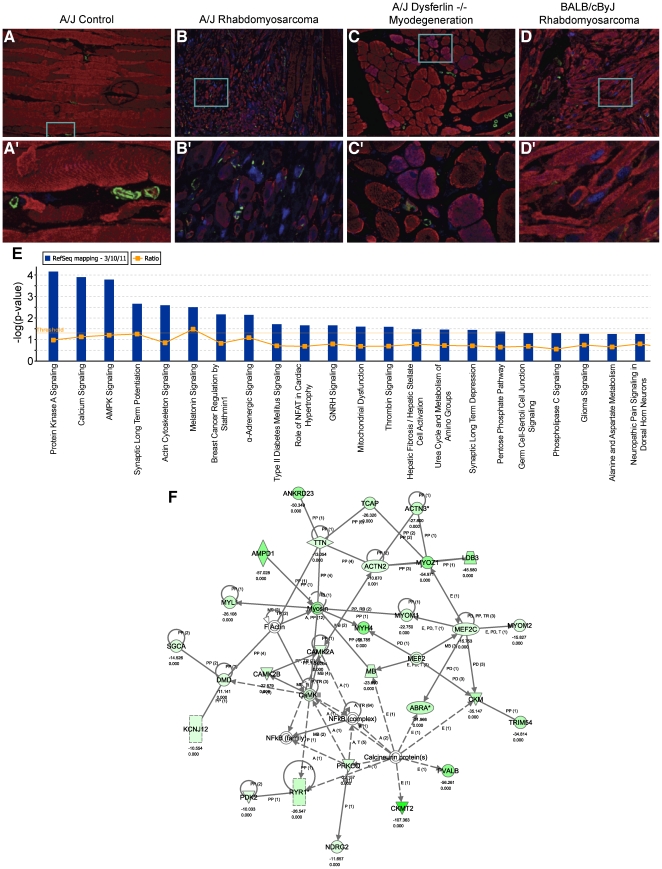
Protein expression in mouse rhabdomyosarcomas and Ingenuity Pathway Analysis of Illumina microarray data. (A–D) Immunohistochemistry confirmed the tumor cells contained sarcomeric actin and myogenin but not smooth muscle actin, thereby confirming the diagnosis of rhabdomyosarcoma. A–D, 20x; A’–D’ boxed areas from A–D at 63x. Red = anti-sarcomeric actin, Green = anti-smooth muscle actin, Blue = anti-myogenin. (E) Signalling pathways of the most significantly dysregulated networks when a 10 fold or greater change was used as a cutoff. (F) Most of the genes in this network were significantly downregulated (green).

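All 28 genes of this network were lower in the 4 rhabdomyosarcomas than in the 8 normal skeletal muscle samples. By the brightest probe of each gene, 26 of them fell at least 10-fold, the exceptions being *Myl1* and *Mef2c*. A second probe was 26.11-fold lower for *Myl1* and 15.75-fold lower for *Mef2c*. The network includes genes of the Z-disc and M-band, creatine kinases, calcium release and calcium-dependent kinases. The median log2 difference over the 28 genes was -4.51, and it was -6.13 in tumour 1, -0.96 in tumour 2, -5.88 in tumour 3 and -5.05 in tumour 4. *Actn2*, which crosslinks actin filaments at the Z-disc, had a normalized log2 signal of 14.88 in tumour 2, within the range of the controls (14.31 to 15.03), and of 8.62, 9.83 and 11.55 in tumours 1, 3 and 4. *Mef2c*, a transcription factor of muscle differentiation, had a signal of 14.20 in tumour 2, above every control. Each of the 28 genes passed an adjusted p under 0.05 from limma, over all genes tested and when adjusted over the list alone, but the study chose the list on these samples, so that its direction is not independent evidence. The list as a whole was lower by limma's camera test (adjusted p = 3.2e-09), with an adjusted p = 0.339 with an estimated correlation. With the array set, a brighter and a dimmer group of arrays, as a block, 25 of the genes were at least 10-fold lower, and within the brighter set 24 of the 28 passed the test, without *Actn2*, *Mef2c*, *Myl1* and *Ttn*.

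**Figure D1:**
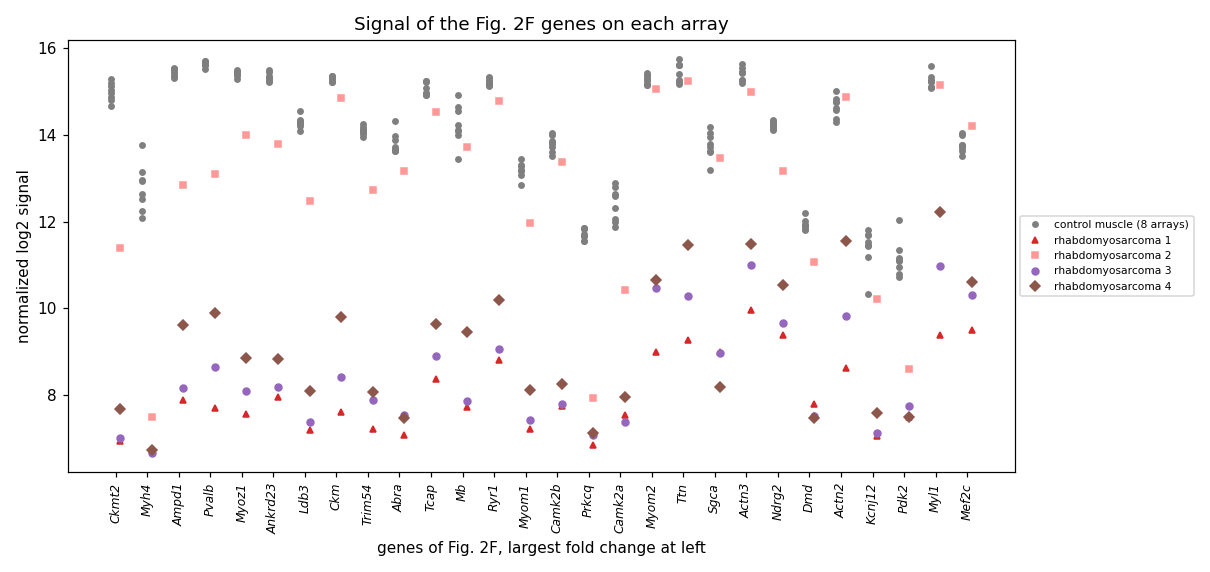
Normalized log2 signal (vertical axis) of the 28 genes of Fig. 2F (horizontal axis, ordered by fold change) on each of the 12 arrays, with 1 point per array. Grey points are the 8 controls, and tumour 2 lies above tumours 1, 3 and 4 in all 28 genes and within or above the range of the controls for *Actn2*, *Mef2c*, *Mb*, *Sgca*, *Myl1* and *Ttn*.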

### Gene Expression Studies

To identify the underlying molecular pathways and potential candidate genes for rhabdomyosarcoma, we used Illumina Mouse BeadChip gene arrays to compare transcript levels (Geo_Accession: GSE29775) between 4 rhabdomyosarcomas (∼450 day old male A/J mice) and 8 normal skeletal muscle samples (425–550 day old male A/J mice). 

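RNA from each of the 4 rhabdomyosarcomas and 8 normal skeletal muscle samples was hybridised to its own Illumina Mouse BeadChip array, on which beads carrying gene-specific probes bind labelled cRNA. The paper gives an age of about 450 days for the mice with tumours and of 425 to 550 days for the controls, all of strain A/J, while the sample labels give 456 to 514 days and 423 to 619 days and name control 5 as BALB/cByJ. No source used here says that each sample came from a separate mouse, so p-values measure the spread between these samples, which may be technical. The authors deposited the raw bead intensity and a detection p-value of each of 46657 probes per array, and a table of log2 signals that were quantile normalized. From the raw intensities, the arrays were quantile normalized without background correction and log2 transformed, the order that the methods give. Probes detected (p under 0.01) on at least 4 arrays were kept, 13262 in all, and the brightest kept probe stood for each of 8455 genes. The median raw signal was 125.9 to 179.7 per array and 11240 to 13449 probes were detected, and the number of arrays limits the precision.
The tumours were less alike than the controls. The median standard deviation of a probe was 0.387 over the tumours and 0.172 over the controls on the log2 scale, and the median distance of a tumour from the mean of the other tumours was 0.512 for tumour 2 and 0.305, 0.302 and 0.285 for tumours 1, 3 and 4. The first principal component, which parted tumours from controls, held 72.9% of the variance and the second, on which tumour 2 stood apart, 11%. The arrays also fell into a brighter set of 7 (all tumours and controls 1, 3 and 8, mean raw signal 976.3 to 1297) and a dimmer set of 5 controls (595.3 to 790.8), which differed in the signal of a probe without a gene name.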

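Of the 8455 genes tested, 2980 were higher and 2663 were lower in the rhabdomyosarcomas than in normal skeletal muscle at an adjusted p under 0.05 from limma, and 2812 did not pass the test. Folds were ranked among the genes past the threshold in which every tumour lay on the same side of every control. Among the 10 with the largest fold lower, *Ky*, a peptidase of the Z-disc region, was 90.8-fold lower (adjusted p = 1.13e-07), *Myoz3*, a calcineurin-binding Z-disc protein, 78.2-fold (adjusted p = 2.36e-06), and *Pygm*, the glycogen phosphorylase of muscle, 70.9-fold (adjusted p = 7.43e-06). *Phkg1*, the catalytic subunit of muscle phosphorylase kinase, was 68.2-fold lower (adjusted p = 2.64e-08). *Eef1a2*, a translation elongation factor of muscle and neurons, was 74.7-fold lower, *Rpl3l*, a ribosomal protein of striated muscle, 65.7-fold, and *2310002L09Rik* 73.0-fold. *Ces1d*, a carboxylesterase, and *Rasd2*, a Ras-related GTPase, were detected in no tumour and in all 8 controls, and were at least 38.6-fold and at least 34.9-fold lower (adjusted p = 1.83e-08 and 1.93e-09).
Among the 10 genes with the largest fold higher by the same ranking, *Akr1b8*, an aldo-keto reductase, was 7.59-fold higher (adjusted p = 3.77e-05), *Ccn4*, a matricellular protein, 7.41-fold (adjusted p = 1.47e-06), and *Prc1*, which bundles microtubules in cytokinesis, 6.99-fold (adjusted p = 2.07e-05). *Slc7a5*, a leucine transporter, was 6.31-fold higher (adjusted p = 2.68e-06), *Psat1*, an enzyme of serine synthesis, 6.00-fold (adjusted p = 2.73e-07), and *Mmp13*, a collagenase, 5.98-fold (adjusted p = 5.61e-06). *Cdk6*, *Arhgap22*, *C1qtnf3* and *Sphk1* were 6.02-fold to 6.73-fold higher. In 3409 genes, of which 1682 were higher and 1727 lower, every tumour lay on the same side of every control, where chance gives 0.404% of genes.
*Ky*, *Myoz3*, *Pygm*, *Phkg1*, *Eef1a2* and *2310002L09Rik* were detected in tumour 2 alone of the tumours, *Rpl3l* in 2 of 4 tumours and *Akr1b8* in 3 of 8 controls. Without tumour 2 the fold was at least 96.2 for *Ky*, at least 71.9 for *Myoz3*, at least 91.5 for *Pygm*, at least 39.3 for *Phkg1*, at least 163 for *Eef1a2* and at least 83.3 for *2310002L09Rik*, and it was 162 for *Rpl3l* and 11.6 for *Akr1b8*. With the array set as a block, 2324 genes were higher and 2164 lower, and within the brighter set 1510 and 1613. A further check took the 22 probes with a normalized signal above 2000 on the linear scale in tumour 3 and a detection p over 0.05 in every other tumour. With the mean of the other tumours subtracted, their median in the 8 controls was 1.77% to 7.44% of their level in tumour 3. Of the 22, only 1 carried a gene symbol. In addition, only 4 of them were detected in every control, so that part of these shares rests on undetected signals. Tumour signal in the controls, which was not excluded, would lower the folds of genes that were higher.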

Relative fold change for each gene was determined in APT RSC samples relative to normal skeletal muscle samples. Using Ingenuity Pathway Analysis® software, with a cut off of 10 fold or greater change, we identified the major dysregulated molecular pathways (Fig. 2e). 

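All 161 genes that changed at least 10-fold were lower in the rhabdomyosarcomas, at an adjusted p under 0.05 from limma, and 0 genes were at least 10-fold higher. Of the 161, 49 belong to the gene lists fixed before the data were examined, with the list of the study's own network left out. Genes of that network that are also in other lists, such as *Actn2*, *Ttn*, *Ryr1* and *Ckm*, are still counted. The counts and tests of these lists are therefore not fully independent of the study's choice. These lists hold 17 of the 161 among the genes of the fast sarcomere and Z-disc, 10 among those of excitation-contraction coupling, 8 among those of phosphocreatine, glycogen and muscle glycolysis, 5 among those of AMPK signalling, 3 among those of mitochondrial respiration and 3 among those of adipocytes. *Fbp2*, the muscle isoform of fructose bisphosphatase, was 24.0-fold lower (adjusted p = 1.02e-06), and *Myot*, a Z-disc protein, 21.8-fold (adjusted p = 4.14e-06). Both were detected in tumour 2 alone of the tumours, and without it their folds were at least 27.3 and at least 18.0.
*Cox7a1*, the heart and muscle isoform of a cytochrome oxidase subunit, was 41.2-fold lower (log2 difference -5.36, standard error 0.51, adjusted p = 2.46e-06), and its fold was 68.5 without tumour 2 and 27.1 without tumour 3. Of 18 measured genes of phosphocreatine, glycogen and muscle glycolysis, 16 fell and 0 rose, also when adjusted over the list alone, with a median log2 difference of -3.12 (camera adjusted p = 1.99e-06, adjusted p = 0.339 with an estimated correlation). The medians of this list were -3.468, -0.825, -3.693 and -3.565 in tumours 1 to 4. *Ugp2*, which makes the glucose donor for glycogen, was 9.26-fold lower (adjusted p = 1.67e-07). Of 24 genes of mitochondrial respiration and the citrate cycle, 22 fell and 0 rose, also when adjusted over the list alone, with a median of -1.28 (camera adjusted p = 9.83e-08, adjusted p = 0.339 with an estimated correlation). Here the medians were -1.329, -0.747, -1.475 and -1.164 in tumours 1 to 4. *Idh3a*, of the citrate cycle, was 8.43-fold lower (adjusted p = 4.49e-07), *Cs*, citrate synthase, 2.92-fold (adjusted p = 5.88e-06) and *Sdhb*, of the succinate dehydrogenase complex, 2.48-fold (adjusted p = 3.02e-06). With the array set as a block the medians of the 2 lists were -3.10 and -1.30 (camera adjusted p = 1.7e-06 and 7.29e-08). Within the brighter set, which holds all tumours, they are the same by construction (camera adjusted p = 3.96e-06 and 2.28e-07).
The folds of higher genes, and so the count of 0, are open to the tumour signal in the controls that was not excluded. Of the 161 genes, 27 were detected in no tumour, and with the least fold that the signals allow in place of the fitted fold, 143 genes were at least 10-fold lower. Without tumour 2, 239 genes were at least 10-fold lower, or 200 with the least fold that the signals allow, and 3 were higher, which are *Akr1b8*, *Cdc20* (10.6-fold) and *H2ac12* (10.7-fold), the latter 2 chosen after their values were seen. After background correction with neqc, 301 were lower and 2 higher, with array weights 228 were lower and 8 higher, and with the array set as a block 158 were lower, against 143 within the brighter set. From the genes past the 10-fold cutoff the paper identified the major dysregulated pathways with Ingenuity software, a step not repeated here.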

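Genes of calcium handling, of AMPK signalling and of the fast sarcomere were lower in the rhabdomyosarcomas than in normal skeletal muscle. Of 23 measured genes of excitation-contraction coupling and calcium handling, 21 fell and 0 rose at an adjusted p under 0.05 from limma (22 fell when adjusted over the list alone), with a median log2 difference of -3.22. *Jph2*, which holds the sarcoplasmic reticulum to the T-tubules, was 6.96-fold lower (adjusted p = 1.07e-05), and *Ppp3cb*, a catalytic subunit of calcineurin, 2.41-fold (adjusted p = 1.27e-06). The list was lower by camera (adjusted p = 1.49e-06, adjusted p = 0.339 with an estimated correlation).
Of 19 genes of AMPK signalling and its metabolic targets, 15 fell and 2 rose, also when adjusted over the list alone, with a median of -2.46 (camera adjusted p = 0.000186, adjusted p = 0.339 with an estimated correlation). *Lipe*, hormone-sensitive lipase, was 4.01-fold lower (adjusted p = 6.06e-06, detected in 2 of 4 tumours, and named after its values were seen) and is also in the list of adipocytes, of which 8 of 8 measured genes fell. The regulatory subunits of AMPK changed in opposite directions. *Prkab2*, the beta 2 subunit, was 8.22-fold lower (adjusted p = 5.72e-07, detected in 2 of 4 tumours), and *Prkab1*, the beta 1 subunit, was 2.60-fold higher (adjusted p = 3.47e-07). *Ppargc1a*, a coactivator of mitochondrial genes, was 8.04-fold lower (adjusted p = 8.77e-07, detected in tumour 2 alone of the tumours), and *Pfkfb3*, which makes the activator of phosphofructokinase, 8.68-fold (adjusted p = 3.45e-07).
Of 31 genes of the fast sarcomere and Z-disc, 28 fell and 1 rose (29 fell and 1 rose when adjusted over the list alone), with a median of -3.55 (camera adjusted p = 5.18e-07, adjusted p = 0.38 with an estimated correlation). Of 10 genes of the slow-fibre sarcomere, 0 passed the test (camera adjusted p = 0.723). Their median was 2.62 above the controls in tumour 2 and -2.40, -1.90 and -0.57 in tumours 1, 3 and 4, and without tumour 2, 6 of them were called lower. In tumour 2 the medians were -0.75 for calcium handling, -1.25 for AMPK signalling and -0.41 for the fast sarcomere. They were -4.53, -2.47 and -5.98 in tumour 1, -4.18, -2.58 and -4.80 in tumour 3, and -3.72, -2.70 and -3.93 in tumour 4. With the array set as a block, the medians of the lists of calcium handling, AMPK signalling and the fast sarcomere were -3.10, -2.59 and -3.61 (camera adjusted p = 1.7e-06, 7.44e-05 and 7.3e-07). Within the brighter set, which holds all tumours, they are the same by construction (camera adjusted p = 3.96e-06, 1.85e-05 and 1.37e-06). No list passed the threshold with an estimated correlation.

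**Figure D2:**
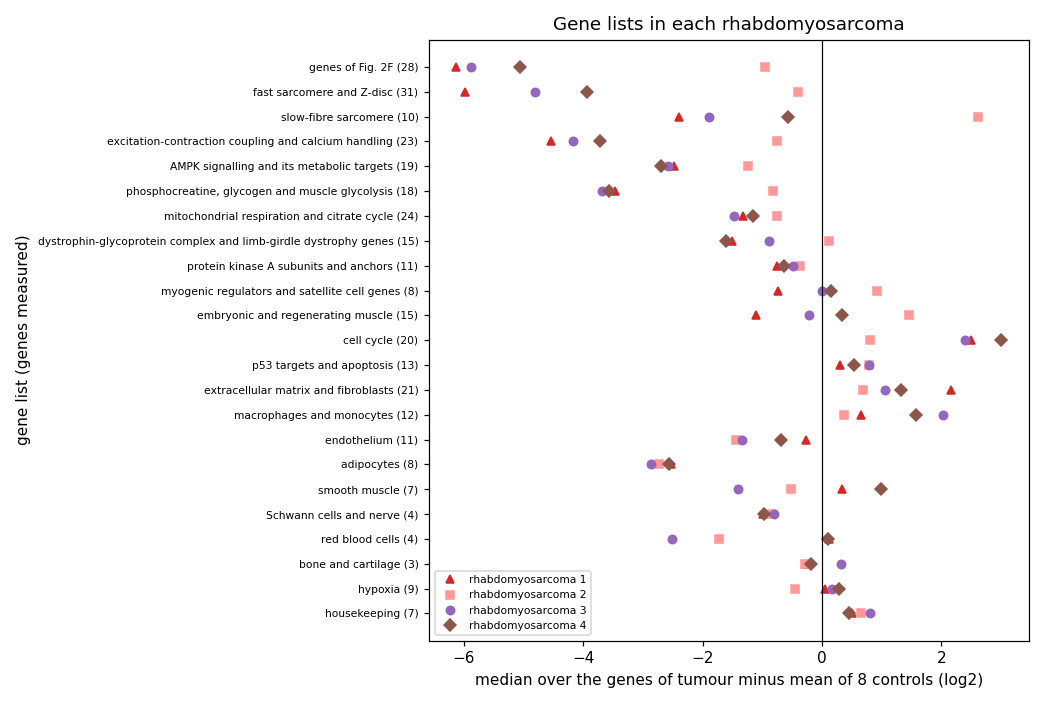
Median over the genes of each list of the log2 difference between a tumour and the mean of the 8 controls (horizontal axis), with 1 point per tumour and list and the number of genes measured in brackets. Among the tumours, tumour 2 lies closest to 0 in several lists. These include the genes of Fig. 2F (-0.96), the fast sarcomere, calcium handling, AMPK signalling, muscle glycolysis, mitochondrial respiration and the dystrophin-glycoprotein complex. The cell cycle list lies above 0 in all 4 tumours.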

Of particular note are the calcium, AMPK, and actin cytoskeleton-signalling pathways because they predicted significant down regulation of many terminal differentiation proteins (Fig. 2f), which was evident in the immunocytochemistry (Fig. 2a–d).

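Genes of the energy supply of muscle in Fig. 2F fell. *Ckmt2*, the mitochondrial creatine kinase of striated muscle, had a normalized log2 signal of 8.26 ± 2.12 (SD, n = 4) in the tumours and of 15.00 ± 0.21 (SD, n = 8) in normal muscle, 107-fold lower (log2 difference -6.75, standard error 0.64, adjusted p = 2.42e-06 from limma). *Ampd1*, the AMP deaminase of muscle, was 57.0-fold lower (adjusted p = 1.24e-05), *Ckm*, the cytosolic creatine kinase of muscle, 35.1-fold (adjusted p = 0.000502), and *Mb*, the oxygen carrier myoglobin, 23.7-fold (adjusted p = 0.000504). *Pdk2*, a kinase that inhibits pyruvate dehydrogenase, was 10.0-fold lower (adjusted p = 4.14e-07). *Ckmt2* and *Pdk2* were detected in tumour 2 alone of the tumours, *Mb* in 2 of 4 tumours, and *Ampd1* and *Ckm* in 3. Without tumour 2 the fold was at least 122 for *Ckmt2* and at least 8.48 for *Pdk2*, and it was 120 for *Ampd1*, 104 for *Ckm* and 60.2 for *Mb*, and without tumour 1 it was 19.4 for *Ckm* and 15.0 for *Mb*, which was also 15.5 without tumour 3.
Genes of the Z-disc and the sarcomere in Fig. 2F were lower as well. *Myoz1*, a calcineurin-binding Z-disc protein, was 55.0-fold lower (adjusted p = 0.000102), *Ankrd23*, which binds titin, 50.4-fold (adjusted p = 6.94e-05), and *Ldb3*, a PDZ-LIM protein of the Z-disc, 45.6-fold (adjusted p = 3.92e-05). *Trim54*, a ubiquitin ligase of the sarcomere, was 34.8-fold lower, *Tcap*, the titin cap, 26.3-fold, and *Myom2*, an M-band protein, 15.8-fold. *Actn3*, the alpha-actinin of fast fibres, was 11.7-fold lower (adjusted p = 0.000427), *Dmd*, dystrophin, 11.1-fold (adjusted p = 9.42e-05), and *Actn2* 10.9-fold (adjusted p = 0.00253, and 0.0701 within the brighter array set). *Myh4*, the myosin heavy chain of fast IIb fibres, was detected in no tumour and was at least 25.5-fold lower (adjusted p = 1.34e-08). The second kept probe gave a log2 difference of -3.24 for *Ldb3*, -4.80 for *Actn3* and -1.91 for *Dmd*. *Myoz1* and *Ankrd23* were detected in 3 of 4 tumours. *Ldb3*, *Trim54* and *Dmd* were detected in tumour 2 alone of the tumours, and without it their folds were at least 74.8, at least 65.3 and at least 14.6. The fold without tumour 2 was 151 for *Myoz1*, 130 for *Ankrd23*, 69.2 for *Tcap*, 37.8 for *Myom2*, 24.2 for *Actn3* and 25.3 for *Actn2*. Without tumour 1 it was 34.1 for *Myoz1*, 23.2 for *Trim54*, 16.6 for *Tcap*, 9.29 for *Myom2*, 7.55 for *Actn3* and 5.96 for *Actn2*.
Genes of calcium buffering and calcium-dependent signalling in Fig. 2F also fell. *Pvalb*, a calcium buffer of fast fibres, was 56.3-fold lower (adjusted p = 1.65e-05), and *Camk2b* and *Camk2a*, subunits of a calcium- and calmodulin-dependent kinase, were 22.7-fold and 16.8-fold lower (adjusted p = 0.00039 and 1.01e-05). *Prkcq*, protein kinase C theta, was detected in no tumour and was at least 12.1-fold lower (adjusted p = 2.16e-09). *Mef2c* was 6.14-fold lower, at 11.16 ± 2.09 (SD, n = 4) in the tumours and 13.77 ± 0.17 (SD, n = 8) in normal muscle (adjusted p = 0.00272 from limma, and 0.0912 within the brighter array set). The second kept probe gave a log2 difference of -3.98 for *Mef2c*, and that of *Camk2a* was detected in no tumour and was at least 1.86-fold lower. *Pvalb* was detected in 3 of 4 tumours and *Camk2b* in 2. Without tumour 2 the fold was 120 for *Pvalb*, 58.4 for *Camk2b*, at least 20.0 for *Camk2a*, which no other tumour detected, and 12.4 for *Mef2c*, and without tumour 1 it was 34.3 for *Pvalb*.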

Scanning the most significantly downregulated genes (green and dark green in Fig. 2f) using the Sanger SNPs database (http://www.sanger.ac.uk/cgi-bin/modelorgs/mousegenomes/snps.pl) revealed that *Actn2*, *Dmd*, *Actn3*, *Tcap*, *Myoz1*, *Ampd1*, *Myh4*, *Ldb3*, *Camk2b*, *Ankrd23, Mef2c, Myom2, Mef2, Mb, CamkII, Ckm, Trim54, Pvalb, Ckmt2, Prkcq, Pdk2*, and *Camk2a* had no non-synonymous coding SNPs (nsSNP). 

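*Myom1*, which links myosin filaments in the M-band, was 22.8-fold lower in the rhabdomyosarcomas than in normal skeletal muscle. Its normalized log2 signal was 8.69 ± 2.23 (SD, n = 4) in the tumours and 13.19 ± 0.18 (SD, n = 8) in the controls, a log2 difference of -4.51 (standard error 0.67, adjusted p = 8.1e-05 from limma). *Ryr1*, the calcium release channel of the sarcoplasmic reticulum, was 22.9-fold lower, at 10.71 ± 2.78 (SD, n = 4) and 15.23 ± 0.07 (SD, n = 8), a log2 difference of -4.52 (standard error 0.83, adjusted p = 0.000407 from limma). The other 3 kept probes of *Ryr1* gave log2 differences of -4.73 to -2.46. *Myom1* was detected in 2 of 4 tumours. In both genes every tumour was below every control, with tumour 2 at 11.98 for *Myom1* and 14.78 for *Ryr1*. Without tumour 2 the fold was 48.7 for *Myom1* and 58.7 for *Ryr1*, which was 14.7 without tumour 1.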

*Myom1* had 5 nsSNPs that it shared with BALB/cJ and several other strains and *Ryr1* shared 1 nsSNP exclusively with BALB/cJ and 1 nsSNP it shared with BALB/cJ and other strains. Alpha sarcoglycan (dystrophin-associated glycoprotein) (*Sgca*) had one nsSNP it shared with several other strains (not BALB/cJ) (7 targeted mutants, all with muscular dystrophy, listed in Mouse Genome Informatics (http://www.informatics.jax.org/)), *Myl1* had a lost stop codon it shared with several other strains (not BALB/cJ) (3 targeted mutants, one with muscle defects, one with growth defects; MGI), *Abra* had 4 nsSNPs it shared with several other strains (not BALB/cJ) (1 targeted mutant with cardiovascular defects; MGI), Titin (*Ttn*) had one nsSNP in A/J that it did not share with any other strain (6 spontaneous, chemically-induced, and targeted mutants, all with muscular dystrophy/defects; MGI), and the potassium inwardly rectifying channel, subfamily J, member 12 (*Kcnj12*) had 3 nsSNPs all marked as having multiple consequences that it shared with several other strains (not BALB/cJ; no evidence of skeletal muscle problems with 2 targeted mutants; MGI). 

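Transcripts of all 5 genes were lower in the rhabdomyosarcomas than in normal skeletal muscle. *Abra*, an actin-binding protein of striated muscle, was 32.0-fold lower, with a normalized log2 signal of 8.81 ± 2.92 (SD, n = 4) in the tumours and 13.81 ± 0.25 (SD, n = 8) in the controls (log2 difference -5.00, standard error 0.88, adjusted p = 0.000294 from limma). *Ttn*, the spring protein that spans the sarcomere from Z-disc to M-band, was 14.9-fold lower, at 11.56 ± 2.62 (SD, n = 4) and 15.46 ± 0.22 (SD, n = 8) (adjusted p = 0.000824 from limma). *Sgca*, a member of the sarcolemmal sarcoglycan complex, was 14.5-fold lower, at 9.90 ± 2.41 (SD, n = 4) and 13.76 ± 0.31 (SD, n = 8) (adjusted p = 0.000528 from limma). *Kcnj12*, an inward rectifier potassium channel, was 10.6-fold lower (log2 difference -3.40, standard error 0.50, adjusted p = 7.18e-05), and *Myl1*, the alkali light chain of fast myosin, 9.96-fold (log2 difference -3.32, standard error 0.73, adjusted p = 0.00153). Other kept probes gave log2 differences of -3.37 for *Abra*, -3.27 for *Sgca*, -4.71 for *Myl1* and -3.77 to -1.28 for *Ttn*, of which 1 further probe was detected in no tumour and was at least 1.21-fold lower.
In tumour 2 the signals of *Ttn* (15.25), *Myl1* (15.15) and *Sgca* (13.47) lay within the range of the controls. *Abra* and *Kcnj12* were detected in tumour 2 alone of the tumours, and without it their folds were at least 53.5 and at least 9.99. The fold without tumour 2 was 35.0 for *Ttn*, 33.1 for *Sgca* and 20.9 for *Myl1*, and without tumour 1 it was 8.77 for *Ttn* and 5.53 for *Myl1*. Within the brighter array set the adjusted p was 0.0598 for *Ttn* and 0.0712 for *Myl1*.
*Sgca* belongs to a list of genes of the dystrophin-glycoprotein complex and limb-girdle dystrophies, of which 15 were measured, 8 fell and 1 rose (7 fell and 1 rose when adjusted over the list alone). *Capn3*, a muscle calpain, was 5.21-fold lower (adjusted p = 7.43e-06, and at least 3.13-fold without tumour 2, the single tumour that detected it), and *Nos1*, the neuronal nitric oxide synthase held at the sarcolemma, was detected in no tumour and at least 1.79-fold lower. The median log2 difference of the list was -1.25 (-0.84 with *Nos1* at its bound), and 0.12 in tumour 2 against -1.52, -0.89 and -1.60 in tumours 1, 3 and 4. Its camera test passed (adjusted p = 0.0393, adjusted p = 0.519 with an estimated correlation), and the call was lost without tumour 1 (0.0846), tumour 3 (0.0797) or tumour 4 (0.0547), with the array set as a block (0.0534), within the brighter set (0.0537) and among genes detected on all 12 arrays (0.148).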

As mentioned previously, B6.129S6-*Sgca^tm2Kcam^/*J null mice also develop random RSCs, despite being on a non-permissible background (C57BL/6J) [14]. Therefore, these genes (*Myl1, Abra, Sgca, Ttn, Kcnj12*) and proteins will be the focus of future investigations.

## Discussion

A number of clinically relevant cancers regularly arise in some inbred mouse strains but not in others. Two strains, A/J and SJL/J, are known to develop muscular dystrophy with age due to null mutations in the dysferlin gene (*Dysf*) [13], [20]. We analyzed areas of abortive skeletal muscle regeneration in these two strains and, surprisingly, observed that rhabdomyosarcomas (aggressive malignancies of skeletal muscle) develop in A/J but not SJL/J mice (for additional images go to http://www.pathbase.net/and http://tumor.informatics.jax.org/). BALB/cByJ mice, (wildtype for *Dysf* and related by decent to A/J mice [21]), develop rhabdomyosarcomas [8], but as shown here, less frequently than A/J in older populations. Histochemical and immunocytochemical studies of lesions from A/J and BALB/cByJ mice confirmed that these were skeletal muscle neoplasms. Chamberlain *et al.* [15] in discussing the development of RSCs in the dystrophin-null *Dmd^mdx^* mouse strain, speculated that “the lifelong continuous myofiber degeneration and regeneration that characterize this animal model are associated with continuous and massive activation and proliferation of satellite cells, which greatly increases the chance of developing random and spontaneous mutations.” Although mutations in muscle-related genes may be associated with RSC development, as stated, genetic background can have a strong impact on whether these strains produce tumors. This knowledge will open up future genetic analysis of modifier genes for the development of RSCs.

Development of spontaneous RSCs in the A/J and less frequently in the related BALB/c substrains (Group 1 by descent from Bagg albino [21]) indicates that these strains are susceptible to RSCs. The additional burden of lifelong muscular dystrophy may increase frequency and accelerate oncogenesis, as speculated by Chamberlain *et al.* [15] but this is not supported by the failure to detect RSC development in the SJL/J strain, a non-related, Group 2 strain [21] with a dysferlin splice site mutation that removes part of the C2E domain [20]. This may require aging large numbers of SJL/J mice to validate this observation as many died before reaching 20 months of age due to unrelated diseases. A similar background effect was reported due to the activation of the *HER-2/neu* oncogene coupled with inactivation of *Trp53*, which resulted in RSC development in the BALB/cJ strain [22] but not the FVB/NHd strain (closely related to SJL/J), which only develop salivary tumors [23]. In addition, we have found that the A/J and related strains are extremely low in their apoptotic response (as tested in peripheral blood mononuclear cells, erythrocytes, and erythrocyte precursors) while strains more closely related to SJL/J rank among the highest in apoptosis rates (data not shown, http://phenome.jax.org/), indicating that strain differences in apoptosis may be relevant to the development and/or progression of RSCs. Indeed, it has been shown that down-regulation of apoptosis through PAX-FKHR fusion [24] and through *Trp53/Fos* double mutants enhances RSC tumor cell proliferation and invasion and contributes to the formation of RSCs.[25]

Molecular studies of human RSC identified both common and distinct molecular alterations occurring in the two main subtypes of RSC. Chromosomal translocations between forkhead transcription factor (*FKHR*) and either the *PAX3* (t2;13)(q35;q14) and *PAX7* (t1;13)(p36;q14) genes are found in the majority of ARSC [26] resulting in chimeric PAX3-FKHR and PAX7-FKHR transcription factors. A mouse model for ARSC was developed through a conditional knock-in allele of *Pax3:Fkhr* in the *Pax3* locus and this model gives a good reproduction of human ARSC [27]. A mouse model of APT RMS was developed through conditional activation of *K-rasG12V* in *Trp53^tm1Sia^* mice [28]. In contrast, ERSCs generally have a loss of heterozygosity (LOH) at the 11p15 region, resulting in increased expression of several imprinted genes such as *H19*, *IGF2*, and *p57^KIP2^* [29], [30], loss of skeletal muscle expression of the normally highly expressed gene *GOK* [31], and potentially the loss of a tumor suppression gene located in the region [32].

Early animal models for RSC go back to the 1950's, with viral and chemical agents used for tumor induction [33]. These RSC models are important for understanding the underlying genetics resulting in RSC initiation, for the identification of development of tumor growth, and for evaluation of therapeutic interventions [33]. RSCs are thought to arise from imbalances in cell proliferation (failure to exit the cell cycle) and differentiation (failure to differentiate into skeletal muscle) [34], [35]. Evidence for this includes overexpression of the muscle-specific microRNA miR-206 blocking RSC tumor growth by promoting the global gene profile toward mature muscle differentiation [36]. In addition, overexpression of myogenin in the RD/12 human RSC cell line reduces cell migration and tumor growth in mice [37]. Recently, it was also reported that a deficit in mitochondrial biogenesis and/or metabolism may contribute to the failure of RSCs to exit the cell cycle and differentiate [38].

The two main types of RSCs are thought to develop from distinct cell populations, with ERSCs developing from muscle progenitors and ARSCs from mesenchymal progenitor cells [39]. Even though the exact cell type(s) of origin are currently under debate, all RSCs exhibit some markers of embryonic or adult myogenic origin [33] and evidence points to the muscle stem cell known as the satellite cell [40], especially for ERSC. Satellite cells reside in a quiescent state under the basil lamina, and are rapidly activated and progress through an asymmetrical cell division upon injury to muscle tissue [41]. Some subpopulation of the activated satellite cells undergo differentiation into fused myotubes while others return to the quiescent state, replenishing the pool of satellite cells [42]. The role of PAX3 and PAX7 in the development of RSCs may reflect an exaggeration of the normal function of these genes to keep satellite cells in a proliferative-ready state, thus enabling rapid muscle repair [43]. In this context, it was recently reported that aberrantly regulated proliferative responses in mesenchymal stem cells are linked to genome instability and likely contribute to their eventual neoplastic transformation, including RSC development [44]. It will be of interest to examine strain differences in satellite cell response to injury and aging in the various RSC susceptible and resistant strains to determine whether this may influence strain variation in RSC growth.

We found several potential SNP differences in dysregulated transcripts in tumor samples that may be important for RSC development. The use of mouse RSC models to study microarray expression differences between neoplastic and normal tissues is well established and resulted in the discovery of several important potential therapeutic targets [45]. Analyzing tumor gene expression profiles can aid in the development of identification tools for tumor subclasses as well as identification of potential targets for intervention [33]. The combination of human tumor analysis and new animal models will produce a deeper understanding of RSC development, and will hopefully result in new therapeutic courses of action [33]. Our studies provide a new mouse strain, A/J, to the growing number of potential tools for dissecting the underlying genetic mechanisms responsible for susceptibility to APT RSC development.

## Materials and Methods

### Mice and tissue collection

A/J (JR# 646), BALB/cJ (JR# 651), SJL/J (JR# 686), and BALB/cByJ (JR# 1026) wild type mice were obtained from The Jackson Laboratory (Bar Harbor, ME). All studies were done with the approval of The Jackson Laboratory Institutional Animal Care and Use Committee (06005). Mice were maintained in conventional barrier facilities at 24±2°C and 51±7% relative humidity, housed in 333.6 cm^2^ maxi-miser Duplex II cages (Thoren caging systems, Hazleton, PA) with pine shavings, exposed to a 14 h light/10 h dark cycle, allowed free access to sterilized acidified water (pH 2.8–3.2), and fed autoclaved NIH-31 Rat & Mouse 5K54 Lab Diet® (PMI Nutrition International, St. Louis, MO) *ad libitum*. The health status of each animal room is evaluated every 13 weeks. This includes necropsy of representative clinically normal mice, culture of feces for pathogenic bacteria, fecal examinations for parasitic ova, serological screening for major mouse pathogens, and culture of selected organs for pathogenic bacteria (current status of our colonies can be found at this web site address: http://jaxmice.jax.org/html/health/quality_control.shtml#Animalhealth). Preventive medicine programs also include microbiological monitoring of sterilizers, culture of environmental surfaces for coliforms, monitoring animal water for pH or residual chlorine, and culture of feed ingredients.

Mice were maintained in four groups. One group of 65 females and 35 males was used to determine lifespan. Three additional groups consisted each of 15 females and 15 males that were necropsied at 6, 12, and 20 months of age [11], [12]. Detailed histopathological phenotyping was done on each mouse [46]. Moribund mice near death were submitted for histologic examination from all groups. Criteria for euthanasia approved by our Institutional Animal Care and Use Committee were as follows: not responsive to stimuli, slow respiration, cold to the touch, hunched with matted fur, sudden weight loss, failure to eat and drink, prominent appearing ribs and spine, and/or sunken hips. Mice were euthanized by CO_2_ asphyxiation. Tissues were either fixed by immersion using acid alcohol formalin, snap frozen in liquid nitrogen for DNA extraction, or snap frozen in RNAlater and stored at −80C for gene expression studies [46].

### Histological Analysis and Immunohistochemistry

Tissues for both routine histology and immunocytochemistry were fixed overnight in Feketes acid-alcohol-formalin solution (61% ethanol, 3.2% formaldehyde, 0.75N acetic acid), transferred to 70% ethanol, processed routinely, embedded in paraffin, sectioned at 5–6 µm, placed on microscope slides (Superfrost/Plus Fisherbrand, Pittsburgh, PA) and stained with hematoxylin and eosin (H&E) for routine histopathologic analysis. In addition, serial representative sections were stained with Bodian, phosphotungstic acid hematoxylin, and iron hematoxylin to demonstrate cross striations characteristic of skeletal muscle, a classical diagnostic criteria for RSC [8].

Triple immunofluorescence labeling was performed to evaluate markers of undifferentiated myoblasts and to rule out smooth muscle. Slides were deparaffinized in xylene and dehydrated using graded ethanols. Slides were boiled in 0.01 M sodium citrate/0.005% Tween 20 (pH 6.0) for 10 minutes for antigen retrieval, cooled to room temperature, rinsed 3 times in phosphate buffered saline (PBS, and incubated for 1 hr in blocking serum (0.3% Triton-X, 5% NGS or nonfat dry milk) in PBS). Excess blocking serum was removed and slides were incubated overnight at 4°C with primary antibodies (1∶250 anti-sarcomeric actin, mouse monoclonal IgM, Sigma; 1∶500 anti-smooth muscle actin, mouse monoclonal IgG_2a_, Sigma, St. Louis, MO; 1∶500 anti-myogenin, mouse monoclonal IgG_1_, BD Pharmingen, San Diego, CA) diluted in blocking serum. Myogenin was found to be the best marker for RSC immunohistochemistry [47]. Secondary antibodies were Alexa-conjugated fluorochromes 1∶500 IgM-546, 1∶1000 IgG_2a_-488, 1∶500 IgG_1_-647 (Molecular Probes, Carlsbad, CA).

### Gene Expression Studies

Four rhabdomyosarcomas (∼450 day old male A/J mice) and 8 nonneoplastic skeletal muscle samples (425–550 day old male A/J mice) were used. RNA was isolated from normal skeletal muscles or RSC by our Institutional Gene Expression Service. Briefly, tissues were stored in RNAlater® (Ambion Austin, TX) per manufacturer's instructions and homogenized in Trizol® Reagent (Invitrogen, Carlsbad, CA). Total RNA was isolated by standard Trizol methods, and quality was assessed using a 2100 Bioanalyzer instrument (Agilent, Santa Clara, CA). Total RNA was then treated with RNase-free DNase I (Qiagen, Valencia, CA) according to the manufacturer's protocol. Total RNA (1 µg) was reverse transcribed employing standard random hexamer priming methods and Superscript III enzyme (Invitrogen, Carlsbad, CA) according to the manufacturer's protocols. Primary RSC tissue samples were stored in RNALater prior to RNA extraction. Total RNA was isolated using Trizol reagent with manufacturer's standard protocols. RNA samples were subsequently processed for hybridization to Illumina Mouse Bead Arrays 6 V1.1 (Illumina, Inc., San Diego, CA). After microarray scanning, raw intensity values were quantile normalized and log^2^ transformed before fitting a model. The ANOVA model for normalized data was y ∼ Genotype. P values from 1000 permutations and fold change between mutant and wild type groups for each gene were calculated. To control false discovery rate, q values were also calculated for each gene. All analyses were done using R/Maanova 1.4.1. Relative fold changes were determined in RSC samples relative to normal skeletal muscle controls. Results for significantly altered transcripts were analysed using the Ingenuity Pathway Analysis® software (http://www.ingenuity.com/). The raw data generated was deposited in a MIAME compliant database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE29775; accession # GSE29775).

How the deposited data were processed for this re-analysis (not part of the article)

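Gene expression was measured in 4 rhabdomyosarcomas and 8 normal skeletal muscle samples of aging mice, each on its own Illumina Mouse BeadChip array of 46657 probes. The authors deposited, for each array, the raw bead intensity of every probe on a linear scale and a detection p-value, which compares the probe with negative control beads. The authors also deposited a table of log2 values for the same arrays. That table equals the raw intensities after log2 transformation and then quantile normalization to within 5.5e-08, has a median of 7.26 in each column and lacks 14 probes of the raw table. The methods give quantile normalization of raw intensities, log2 transformation, and an analysis of variance with R/Maanova, 1000 permutations and q values.
From the raw intensities, the 12 arrays were quantile normalized without background correction and then log2 transformed, and these values differed from the deposited log2 values by at most 0.32. A probe was kept if its detection p was under 0.01 on at least 4 of the 12 arrays, the size of the smaller group, which left 13262 probes. Of all probes, 32794 carried 1 gene symbol in the platform annotation, 55 several and 13808 none, and 32722 symbols were found by Entrez ID in a table of RefSeq genes of the assembly GRCm38.p6, which was used for names and for which genes neighbour each other. Of the kept probes, 2229 had no symbol and enter only counts of probes. The kept probe with the highest mean log2 signal over all arrays stood for each of 8455 genes, of which 2027 had more than 1 kept probe. The network of Fig. 2F also shows groups of proteins, such as Mef2 and CaMKII, to which no single probe belongs.
Tumours were compared with controls by limma (lmFit and eBayes) with the group as the single term, and p was adjusted by Benjamini-Hochberg over the kept probes at a threshold of 0.05. Fold changes are differences of mean log2 signals, and a 10-fold threshold was applied as in the paper. Where a probe was detected on no array of a group, the fold is given as a bound. The bright group's mean was then set against the mean, over the arrays of the dim group, of the higher of the lowest detected signal and the probe's own signal, and the same rule was applied where a sample was left out. Older (4 samples) and younger (3 samples) controls labelled A/J were compared in the same way. The precision is limited by the number of arrays, and the highest correlation between 2 tumours (0.951) was under the lowest between 2 controls (0.968).
The comparisons, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, apart from those said to be chosen later. Genes named are those of the paper's text and Fig. 2F, the 10 with the largest fold in each direction among genes past the threshold in which every tumour lay on the same side of every control, up to 4 of each list with the largest moderated t, the 3 with the smallest p for age, and the markers *Acta1*, *Actc1*, *Acta2* and *Myog*. Other genes are said to be chosen after their values were seen. The 24 lists were the study network, the fast sarcomere and Z-disc, the slow-fibre sarcomere, excitation-contraction coupling and calcium handling, AMPK signalling and its metabolic targets, phosphocreatine, glycogen and muscle glycolysis, mitochondrial respiration and the citrate cycle, the dystrophin-glycoprotein complex and limb-girdle dystrophy genes, protein kinase A subunits and anchors, myogenic regulators and satellite cells, embryonic and regenerating muscle, the cell cycle, p53 targets and apoptosis, the extracellular matrix and fibroblasts, macrophages and monocytes, T and B lymphocytes, endothelium, adipocytes, smooth muscle, Schwann cells and nerve, red blood cells, bone and cartilage, hypoxia, and housekeeping genes. Lists were tested with limma's camera at a preset correlation between genes of 0.01, and again with an estimated correlation, with adjustment over the lists. Some genes of the study network are also members of other lists.
Alternatives were background correction with neqc (offset 16), scaling to the 75th percentile, cyclic loess, the deposited log2 values, no detection filter, detection on all 12 arrays, a permutation test of the F statistic with 100 regroupings pooled over probes, an intensity trend with robust eBayes, array weights, the mean of a gene's probes, each sample left out in turn, younger or older controls alone, no control labelled BALB/cByJ, age as a covariate, and a replicate block. After the data were seen, a block for 2 sets of arrays that differ in brightness, a comparison within the brighter set, and the probe with the largest change as a gene's probe were added. Since all tumours are in the brighter set, the first 2 give the same log2 differences by construction and differ only in the test.
The tests were tried on simulated data of the same 13262 probes. With 4 arrays against 8, limma recovered 32.8% of changes of 1.5-fold, 68.7% of 2-fold and 98.5% of 10-fold, with 8 false calls, and the permutation test 26.9%, 61.2% and 95.5%, with 5 false calls. With 4 against 3, limma recovered 1.49%, 35.8% and 89.4%, with 3 false calls. A list shifted by 1 on the log2 scale was found, and 0 of 50 random lists were called. The simulated probes varied independently and with 1 spread for both groups. In the data the estimated correlation within a list reached 0.885, and the median standard deviation was 0.387 over tumours and 0.172 over controls. The rates may therefore not hold for these data, and the list trial cannot show false calls that correlated genes cause. Analyses were run with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The pathway analysis and the DNA polymorphisms of the paper were not analysed here.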

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

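The tests of muscle in tumour 2, of tumour signal in the controls and of neighbouring genes were chosen only after the results were seen. In 42 of 270 groups, the 4 tumours or the 8 controls for each of 135 named genes, 1 sample lay far from the others of its group by Dixon's criterion, where chance gives about 13.5. Tumour 2 was that sample in 22 genes in which it was highest and 4 in which it was lowest.
Tumour 2 stood far above the other tumours, in normalized log2 signal, for *Dmd* (11.08), *Camk2b* (13.39), *Ankrd23* (13.79), *Trim54* (12.74), *Ckmt2* (11.39), *Sgca* (13.47), *Abra* (13.18), *Kcnj12* (10.21), *Stim1* (11.87), *Ky* (10.16), *Myoz3* (10.86), *Eef1a2* (13.66), *2310002L09Rik* (11.65), *Pygm* (11.77), *Phkg1* (8.69), *Rpl3l* (13.30), *Myot* (9.96), *Atp2a2* (14.76), *Phka1* (8.75), *Ccng1* (13.52) and *Pi16* (9.83), and its signal of *Myh4* (7.50) lay apart from the others without being detected in any tumour. It stood far below them for *Ptch1* (7.83), *Akr1b8* (9.45), *Timp1* (13.83) and *Tnc* (12.13). Tumour 1 was lowest for *Igf2* (14.60), tumour 4 for *Erbb2* (7.66), and tumour 3 was highest for *Psat1* (12.90), *Cdh15* (14.25) and *Acan* (9.36). Control 5, labelled BALB/cByJ, was highest for *Pdk2* (12.05), *Dysf* (12.43) and *Egfl7* (13.17) and lowest for *Kcnj12* (10.33), *Actc1* (11.30) and *Vwf* (10.46). Control 1 was highest for *Vcam1* (11.59), *Ctsk* (13.06), *Rplp0* (11.22) and *Ppia* (14.82) and lowest for *Pde4a* (8.69).
Tumour 2 had higher signals of muscle genes than the other tumours. The test took the 239 genes at least 10-fold lower in tumours 1, 3 and 4. If muscle like that of the controls had been mixed into tumour 2, they would lie there at 1 share of the control level. Of them, 17.2% lay more than 5-fold below the median share of 32.8%, and the 10th to 90th percentile ran from 2.12% to 130%. This argues against muscle like that of the controls as the whole source. The test assumes the fibre types of the controls, and muscle of other fibre types was not tested. In tumour 2, *Myh4* of fast IIb fibres lay at 0.688%, and the median of the slow-fibre list was 2.62 above the controls on the log2 scale. The 239 genes also include adipocyte genes, such as *Adipoq* (1.65%). Of 16 genes of embryonic and regenerating muscle detected in tumour 2, 12 were above every control, among them *Myh3* (14.59 against at most 11.99), *Chrng* (14.71 against 11.39), *Ncam1* (14.47 against 11.57) and *Mymk* (12.27 against 9.22), named here after their values were seen. Of the 12, *Myh3*, *Igf2*, *Chrna1* and *Peg3* were above every control in another tumour as well. The count was not set against the share of all genes above every control in tumour 2. Muscle differentiation in the cells of tumour 2 may therefore account for the pattern, as a hypothesis, and regenerating fibres beside the tumour were not tested.
Signals of single tumours also appeared in the controls. Of the 22 probes of tumour 3 alone, only 1 carried a gene symbol, *Ighg1* (12.41 in tumour 3). An example of those of tumour 2 alone is *Cldn2* (12.96 in tumour 2). Both were named after their values were seen. Of 31 probes of tumour 2 alone, only the 8 with a mean share in the controls under 10% were used, a filter on the same control values. The shares of the 2 sets of probes in the 8 controls went together (Spearman's rho 0.857, exact permutation p = 0.0107, and Pearson's r 0.96, exact permutation p = 0.000595, or 0.927 without the 2 farthest controls). Plasma cells and regenerating fibres in the control muscle therefore cannot be told apart from tumour signal by this value. Of 1403 probes bright in all 4 tumours, 0% had a control mean more than 2-fold below the level given if every tumour added the share of tumour 3, and 0% also with tumours 2 and 3 at their own shares and none from tumours 1 and 4, while 8.44% and 6.15% of 1836 probes bright in all controls lay that low in tumours 1, 3 and 4. A control mean that low would make the probe far higher in the tumours. Since 0 genes were at least 10-fold higher, the first 0% largely restates that count. The second follows from the first, as its shares are smaller. The test therefore cannot decide whether tumour RNA or signal was carried over into the control samples or arrays, which stays a hypothesis. With the share of tumour 3 from each, carry-over would hold a gene at 1 level in all 4 tumours to about 7.73-fold higher. With none from tumours 1 and 4, it would hold such a gene to about 19.1-fold. How far carry-over accounts for 0 genes at least 10-fold higher stays open, and *Akr1b8* (7.59-fold) was 11.6-fold higher without tumour 2.
Runs of neighbouring genes were high in single tumours, and the run of tumour 3 was high in tumour 1 in part (*Birc2* 13.50 in tumour 3 and 12.71 in tumour 1, but *Arhgap42* 13.26 and 8.06). In 1000 shuffles of the order of 9980 genes of GRCm38.p6, no median of 10 neighbours reached the highest of tumours 1, 3 and 4 (1.52, 1.66 and 2.41, permutation p = 0.001 for each, the smallest that these shuffles can give), which argues against chance order there, while 23 reached that of tumour 2 (2.08, permutation p = 0.024), a run with the muscle gene *Des* (13.83). The runs of tumours 1, 3 and 4 hold *Mthfd1l* (13.33 in tumour 1), *Yap1* (15.62 in tumour 3, with 15.20 in tumour 1, and 11.22 to 12.89 in the controls) and *Jun* (13.38 in tumour 4, and 10.82 to 11.68 in the controls), these, *Birc2*, *Arhgap42* and *Des* chosen after their values were seen. Of the 30 genes of these runs, 21 were higher in the controls than in the other tumours and 0 were in the immune lists, but 21 of the 24 raised genes were also above every control, so that neighbours that muscle cells use together stay open. A gain of DNA copies is a candidate explanation that the arrays of RNA do not test.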

How the results depend on the processing

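The block for array sets, the comparison within the brighter set and the probe with the largest change were chosen after seeing the data. Over 28 settings and 135 named genes, 3559 values kept their direction and side of the threshold, 118 lost and 14 gained a call, and 27 of genes without a call changed sign. Over 29 settings and 23 lists, 621 kept both, 28 lost and 6 gained a call, and 8 of lists without a call changed direction. The share of the genes called that were also called in an alternative was 55.2% to 99.9%.
At least 10-fold changes numbered 303 (2 higher, 301 lower) after neqc background correction and 35 (35 lower, with 8 network genes) among genes detected on all 12 arrays, a filter that removes genes that fell below detection in the tumours. With array weights 8 genes were at least 10-fold higher. Within the brighter array set 3123 genes changed (1510 higher and 1613 lower) with fewer samples. With an estimated correlation 0 lists were lower and 0 higher. For the other values the cause was not tested.
With each sample left out in turn, 5288 to 6318 genes changed, 2781 to 3361 higher and 2486 to 2957 lower. The genes changed at least 10-fold numbered 138 (without tumour 1) to 242 (without tumour 2), of which 0 to 3 were higher and 138 to 239 lower, and the network genes at least 10-fold lower 18 to 28 (26 without tumour 2 where undetected genes are at their bound). Lists lower numbered 8 to 11 and lists higher 2 to 4. Probes that differed with the age of the controls numbered 0 to 58, the highest without control 2.
The replicate block gave 3682 genes (1864 higher and 1818 lower). Tumours and controls of the same number, 1 to 4, had correlations of 0.064, 0.103, 0.024 and 0.01. Among these controls, tumours 1 and 2 correlated best with that of their own number, and tumours 3 and 4 with control 1 (0.244 and 0.071). Correlations this low cannot show whether the numbers pair the samples. Scaling to the 75th percentile moved the median log2 difference over the genes tested to 0.20 from 0.06 and the share of calls that were higher to 60.3% from 52.8%. A block for the slide was not run, since the files name no slide. Signal over background limits genes that few arrays of a group detected, and a fold is a bound where none did.
The sign changes were all of values that passed no threshold, and their cause was not tested. In log2 difference, scaling to the 75th percentile gave 0.14 for *Foxo1*, 0.11 for *Pmp22* and 0.042 for *Acan*, and array weights gave 0.089 for *Foxo1*, 0.015 for *Aplnr* and -0.007 for *Fos*. Younger controls alone gave 0.057 for *Foxo1*, older controls alone and the replicate block 0.10 for *Aplnr*, and the mean of probes 0.047 for *Foxo1* and 0.11 for *Pmp22*. The array set as a block and the brighter set gave -0.28 for *Fos* and 0.11 for *Acan*. With each sample left out the range was -0.15 to 0.10 for *Foxo1*, -0.11 to 0.26 for *Fos*, -0.081 to 0.80 for *Atp2a2*, -0.25 to 0.058 for *Pmp22*, -0.33 to 0.079 for *Slc4a1* and -0.61 to 0.075 for *Aplnr*. For the lists, the adjusted p was 0.994 for smooth muscle without a detection filter and 0.982 for the slow-fibre sarcomere and myogenic regulators with the mean of probes, and with each sample left out it was 0.084 to 0.973 for the slow-fibre sarcomere, 0.532 to 0.81 for myogenic regulators, 0.492 to 0.81 for embryonic muscle, 0.315 to 0.991 for smooth muscle and 0.692 to 0.93 for hypoxia.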

Differences from the paper's values

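The probe with the largest change was tried only after the result was seen. Of 18 genes whose fold could be read from Fig. 2F, 16 lay within 1.5 times of the values here. *Actn3* was 11.7-fold lower here, and the paper's value is about 28 in Fig. 2F, read by eye. Of the 26 alternatives set before the data were examined, array weights (21.2) and leaving out tumour 2 (24.2) gave values within 1.5 times of it, and the others did not (all from 7.55 to 24.2). *Mef2c* was 6.14-fold lower here, and the paper's value is about 16 in Fig. 2F, read by eye. Array weights (11.0) and leaving out tumour 2 (12.4) came within 1.5 times of it, and the other alternatives did not (all from 4.18 to 12.4). With the kept probe of largest change for each gene, chosen after seeing the values, the fold was 27.8 for *Actn3* and 15.8 for *Mef2c*, and all 28 network genes were at least 10-fold lower, so that it drops 0 of the paper's genes.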

Other observations

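The split of the controls by age was tested against other splits only after its result was seen, and the splits of tumours and controls were set beforehand. Genes of the cell cycle were higher in the rhabdomyosarcomas. Of 20 measured, 19 rose and 0 fell, also when adjusted over the list alone, with a median log2 difference of 2.16 (camera adjusted p = 5.95e-06, adjusted p = 0.38 with an estimated correlation), and the medians were 2.50, 0.80, 2.40 and 3.00 in tumours 1 to 4. *Mcm6*, of the replicative helicase, was 4.36-fold higher (adjusted p = 3.33e-06) and *Ccne1*, cyclin E1, 4.57-fold (adjusted p = 8.13e-06), detected in 6 and in 1 of 8 controls. Of 21 genes of the extracellular matrix and fibroblasts, 16 rose and 2 fell, also when adjusted over the list alone, with a median of 1.27 (1.05 with undetected genes at their bound, camera adjusted p = 0.00203, adjusted p = 0.339 with an estimated correlation). *Timp1*, an inhibitor of metalloproteinases, was 4.94-fold higher (adjusted p = 4.3e-06), and *Tnc*, tenascin C, 4.96-fold (adjusted p = 5.68e-06). Of 12 genes of macrophages and monocytes, 8 rose and 0 fell, also when adjusted over the list alone (median 1.39, camera adjusted p = 0.0232, adjusted p = 0.571 with an estimated correlation), and the call was lost without tumour 3 (0.0678) or tumour 4 (0.0531), with the array set as a block (0.0601), within the brighter set (0.0613) and among genes detected on all 12 arrays (0.0597), with 0.00144 to 0.571 over its alternatives. *C1qa*, of complement, was 4.17-fold higher (adjusted p = 0.000383). With the array set as a block the medians were 1.98 for the cell cycle, 1.03 for the matrix and 1.13 for macrophages. Within the brighter set they are the same by construction, since that set holds all tumours.
The lists of adipocytes, endothelium, and Schwann cells and nerve were lower. Of 8 genes of adipocytes, 8 fell, also when adjusted over the list alone (median -2.67, or -2.25 with undetected genes at their bound, camera adjusted p = 0.000186, adjusted p = 0.339 with an estimated correlation). *Adipoq*, adiponectin, was detected in no tumour and was at least 28.2-fold lower (adjusted p = 1.23e-07), and *Lpl*, lipoprotein lipase, was 8.29-fold lower (adjusted p = 7.59e-07). Of 11 genes of endothelium, 8 fell, also when adjusted over the list alone (median -0.85, camera adjusted p = 0.0144, adjusted p = 0.339 with an estimated correlation, and 0.067 without tumour 2). *Vwf*, the von Willebrand factor, was 5.00-fold lower (adjusted p = 6.85e-06). Of 4 genes of Schwann cells and nerve, 3 fell, also when adjusted over the list alone (median -0.89, or -0.42 at the bound, camera adjusted p = 0.034, adjusted p = 0.339 with an estimated correlation), and the call was lost without tumour 1 (0.0531) or tumour 2 (0.0809) and with the mean of probes (0.0835). With the array set as a block the medians were -2.71, -1.08 and -0.72, and within the brighter set they are the same by construction. Of 11 genes of T and B lymphocytes with a probe, 0 were measured.
The other lists did not pass the camera test. Of 11 genes of protein kinase A subunits and anchors, 1 rose and 5 fell (adjusted p = 0.0751, 0.0491 without control 1 and 0.0454 against the younger controls). Of 13 p53 targets and apoptosis genes, 6 rose and 1 fell (adjusted p = 0.181). Of 8 myogenic regulators and satellite cell genes, 3 rose and 3 fell (adjusted p = 0.768), and of 15 embryonic and regenerating muscle genes, 4 rose and 3 fell (3 and 1 when adjusted over the list alone, adjusted p = 0.768). Of 7 smooth muscle genes, 2 rose and 3 fell (adjusted p = 0.768), of 4 red blood cell genes 0 passed (adjusted p = 0.504), of 3 bone and cartilage genes 1 rose and 1 fell (adjusted p = 0.723), and of 9 hypoxia genes 4 rose and 3 fell (adjusted p = 0.814). Of 7 housekeeping genes, 5 rose and 0 fell (6 and 0 when adjusted over the list alone, adjusted p = 0.0553), and the test passed without a detection filter (0.0091), against the younger controls (0.0454) and without tumour 1 (0.0452) or control 1 (0.0491), with 0.0091 to 0.339 over its alternatives.
Of genes that encode actins of the kinds stained in the paper, *Acta1* was 2.50-fold lower (adjusted p = 0.00469, 0.134 within the brighter array set and 0.0611 against the older controls) and *Acta2* 1.39-fold higher (adjusted p = 0.011, and 0.113 to 0.215 with scaling to the 75th percentile, against the older controls, with the replicate block, with the array set as a block and within the brighter set), while its other kept probes were 3.14-fold and 3.21-fold higher (adjusted p = 0.00952 and 0.000415). *Actc1* was 3.10-fold lower (adjusted p = 0.0401, with 2.52e-05 to 0.212 over its alternatives), and 5.99-fold without tumour 2. Its call was lost in most alternatives, among them the permutation test of the methods (0.0763), without tumour 1 (0.162), tumour 3 (0.146) or tumour 4 (0.0679), and without any single control but control 5. *Myog* was detected in 3 tumours and 0 controls, with a log2 signal of 7.65, 10.15, 8.16 and 8.72 in tumours 1 to 4. *Pax3* and *Pax7* were detected on 0 arrays. *Stim1* was 5.34-fold lower (adjusted p = 0.000481), and 8.85-fold without tumour 2, and *Igf2* was 1.94-fold higher (adjusted p = 0.00186, 0.0979 within the brighter array set and 0.0926 with the replicate block). *Cdkn1c*, which the paper names beside *Igf2* for human tumours, was 4.03-fold lower (adjusted p = 0.0459, with 0.00187 to 0.279 over its alternatives), with a log2 signal of 8.45, 12.62, 8.89 and 14.01 in tumours 1 to 4. This call was also lost in most alternatives, among them without tumour 1 (2.24-fold), tumour 3 (2.48-fold) or any single control, and it was 8.08-fold lower without tumour 4. *H19* was not analysed here. *Dysf*, which carries an insertion in A/J, had a log2 signal of 12.43 in control 5, labelled BALB/cByJ, and of 9.43 to 9.96 in the other controls.
In tumour 2, *Cdkn2a* had a log2 signal of 8.22, against 13.18, 13.30 and 13.57 in tumours 1, 3 and 4, and its neighbour *Mtap* 7.90 against 12.24, 12.07 and 12.32. *Cdkn1a*, a target of p53, had a signal of 15.29 in tumour 2 and of 10.90, 11.53 and 12.48 in tumours 1, 3 and 4, and *Mdm2*, another, 13.87 against 11.75, 11.85 and 12.07. The controls ran from 9.515 to 11.38 for *Cdkn2a* and from 10.386 to 10.914 for *Mtap*, with tumour 2 below every control. They ran from 12.067 to 13.104 for *Cdkn1a* and from 12.707 to 12.996 for *Mdm2*, with tumour 2 above every control. These 4 genes were chosen after their values were seen.
The calls in the comparison of tumours with controls outnumbered those of every other split drawn, where 1 of 100 is the smallest share possible. The splits do not separate tumour from array set, since all tumours are in the brighter set, nor test whether samples came from separate mice. Of 100 splits into 4 and 8 samples, drawn from 495, 1 called as many probes as the real split (8698), which was the real one, and the highest other called 5327 with 3 tumours together. For probes at least 10-fold lower the real split gave 236 and the highest other 136, and again 1 of 100 reached the real count. Between older and younger A/J controls limma called 0 of 13262 probes (1290 at an unadjusted p under 0.05, and 0 also with an intensity trend and robust eBayes), so that all 35 splits reach that count by construction and say nothing about chance. The highest other split called 160 probes, with control 2 beside the younger controls 6, 7 and 8, and without control 2 the split by age called 58, which points to a structure of the samples that was not tested further. The smallest p belonged to *Timp1* (log2 difference 0.80 in the older controls, adjusted p = 0.334, and 0.0308 without control 2, with 0.0308 to 0.883 over its alternatives), *Aplnr* (-0.71, adjusted p = 0.334) and *Pi16* (-1.31, adjusted p = 0.334).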
